A study of Mus musculus with 36 samples. Its data were reported in "TGF-β stimulation in human and murine cells reveals commonly affected biological processes and pathways at transcription level" (2014).

How the data were processed

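RNA levels were measured in mouse multipotent progenitors (MPP), which can form all blood lineages, and in common dendritic cell progenitors (CDP), which are committed to dendritic cells. Both were grown from bone marrow in culture with cytokines and sorted by FACS. They were then left untreated or given 10 ng/ml recombinant human TGF-β1 for 2, 4, 8, 12 or 24 h. Each of the 12 groups has 3 arrays, 36 arrays in all (Affymetrix Mouse Gene 1.0 ST, total RNA labelled with biotin). One protocol text of the labels gives 6 h where every sample title, the sample descriptions and the study give 8 h. The arrays are named 8 h here.

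The deposited values are log2 intensities, 1 per probe set. Per the submitters' processing notes they were made with Affymetrix Power Tools and RMA, a method that corrects background, sets all arrays to the same distribution and summarises the probes of each probe set. No version is given. The study's own analysis used another summary method (FARMS) and another time course test (betr). These were not used here, so its time course counts and those below come from different values and tests. The study also compared each time with 0 h by limma, with a replicate factor and the thresholds used here. That part shares the kind of test with the counts below, but not the summary method. A total signal that differs between arrays is removed by RMA, so changes are relative to the other genes on the array. On log2 values made this way a large change of a dim gene is compressed towards the background. The number of arrays limits the precision of every value.

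The table holds 35556 probe sets on 36 arrays. By the platform's annotation 21789 probe sets carry 1 gene symbol, 1621 carry several and 12146 carry none. Only the first kind entered the tests. Where a gene had more than 1 probe set (999 genes), the one with the highest mean over all arrays was used, which left 19938 genes. Probe sets with several symbols or none were fitted apart. Symbols were checked by Entrez identifier against a mouse gene table of the reference, and 0 needed an update. No genome build is stated for the arrays, so no coordinates are given. Arrays of 1 group correlated at 0.985 or more, with the lowest value in CDP at 2 h.

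Differential expression was tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes). Each time was compared with 0 h within a cell type, on the 18 arrays of that cell type, with the replicate number as a block. The moderated F-test over the 5 contrasts gave the genes of the time course. Untreated CDP and untreated MPP were compared on all 36 arrays without a block. The difference of responses was the interaction contrast, the CDP change minus the MPP change, on all 36 arrays with the replicate number within cell type as a block. A gene was called at a Benjamini-Hochberg adjusted p under 0.01 and an absolute log2 fold change of 1 or more. Adjusted p-values are over all genes of a contrast. Errors are limma standard errors (SE) with 3 arrays per group. All tests are two-sided.

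Whether replicate numbers pair the arrays was checked by correlating residuals of same-numbered arrays. Within MPP the lowest such correlation was 0.189, within CDP 0.212, and all 15 correlations of an array at 2 to 24 h with the same-numbered 0 h array were above 0.1 in each cell type. The block within a cell type was therefore kept. Between cell types 11 of 18 were above 0.1 and the lowest was −0.08. For replicate 1 they were above 0.1 at every time (lowest 0.173 at 8 h). The sex-linked transcripts given below also set replicate 1 apart in both cell types. The correlations were not repeated without these transcripts, which can themselves raise them for replicate 1, so the findings are not independent. Replicate 1 thus shares its sex-linked transcripts in MPP and CDP over the whole course. Whether its cultures were paired beyond that was not tested. For replicates 2 and 3 the correlations were not above 0.1 at every time, so for these a pairing over the whole course was not shown. The correlations of all 3 numbers were above 0.1 at 0 h (0.513, 0.283 and 0.417) and at 24 h (0.305, 0.148 and 0.220). At 2, 4, 8 and 12 h not all 3 were above 0.1. The block within each cell type takes up any level that same-numbered arrays of both cell types share at all times, so it covers the difference of responses for such a level. A deviation shared by the cell types at 1 time alone is not modelled. The untreated comparison was set without a block before the data were examined, and its values with a shared block are given where they change a call.

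A set of 32 gene lists was fixed before the data were examined: TGF-β components and targets, cell cycle, stress, metabolism, immune responses, and markers of dendritic, progenitor and other blood cells. They have 669 entries, of which 617 were measured. They cover 594 distinct genes, 22 of them in more than 1 list. Lists were tested with limma's camera at its preset correlation of 0.01 and called at an adjusted p under 0.05, over 32 lists and 5 times in each cell type, or over 32 lists for the untreated comparison. Each test was repeated with a correlation estimated for each list. Members "adjusted over the list alone" were called after adjusting p over the members of 1 list. The study picked Smad3, Smad6, Smad7, Skil, Pmepa1, Lox, Thbs1, Tgfb3, Tgfbr1, Tgfbr2 and Smurf1 from these samples, so for lists that hold them the count of members is not independent evidence.

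The genes named were set by a rule fixed before the data were examined. For each cell type these were the 8 highest and 8 lowest called changes at 24 h and the 4 highest and 4 lowest at 4 h that went the same way in 3 of 3 same-numbered pairs of arrays. To these were added the 10 highest and 10 lowest of the untreated comparison, the 5 highest and 5 lowest differences of responses, up to 4 called members of each list, genes the study discusses, and Id2, Irf4, Irf8, Relb, Spib, Tcf4, Flt3, Kit and Csf1r as genes of progenitors and dendritic cells. Predicted genes without a gene name were passed over. The rule named genes at 24 h, 4 h, or for lists the time described.

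The calling was tested on simulated data: arrays with no group differences were drawn from each gene's mean, block effects and residual spread, and a change of known size was added to 50 genes for each of 4 sizes. All genes with an added change of 2 or 3 log2 units and 98% to 100% of those with 1.5 were called, and none with 0.5. Of the unchanged genes, 1 was called at CDP 2 h and 0 elsewhere. Lists shifted by 0.5 were called in 6 of 6 cases, and 0 of the lists left unshifted. Other splits of the real arrays gave medians of 28 list calls in MPP and 31 in CDP. The simulation therefore does not show how often unchanged lists are called in the real data.

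The alternatives tried were other thresholds, no replicate block, a block shared by both cell types for the untreated comparison, array weights, an intensity trend with robust priors, a new quantile normalization, centring each array on its median, the genes above the median mean level, another probe set per gene, fits on fewer or more arrays, a rank-based list test, and leaving out each replicate or array. Leaving out CDP 2 h replicate 3 or untreated MPP replicate 3 at every time was added after seeing the data, as was leaving out each 0 h and 24 h array for named differences of responses. The counts of genes and lists called in each comparison, and of genes shared at 24 h, were also recomputed on other splits of the same arrays: all 10 splits of 3 against 3, or 100 drawn with a fixed seed of 5. Figures were drawn with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. The study's arrays of other cell types and species were not used here.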

Results

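Genome-wide RNA levels were measured on 36 arrays of mouse MPP and CDP, with 3 arrays for each cell type at 0, 2, 4, 8, 12 and 24 h of TGF-β1. The replicates are biological replicates by the study's account. The median SD of a gene within a group was 0.0637 to 0.0817 on the log2 scale. No untreated arrays at the later times were analysed here, so a change against 0 h holds the effect of TGF-β1 and that of time in culture together. Values below are log2 fold changes ± SE with 3 arrays per group, and every named gene that changed at 24 or 4 h went the same way in 3 of 3 same-numbered pairs.

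The first comparison asks which genes MPP changed after TGF-β1. At 24 h the largest rise was that of Chad, which encodes the matrix protein chondroadherin (4.89 ± 0.06, 29.6-fold, mean level 7.15 to 12.04, adjusted p = 8.31e-17). Pmepa1, a TGF-β target that dampens Smad signalling, rose by 4.13 ± 0.12 (adjusted p = 3.65e-12). The integrin αE gene Itgae rose by 3.47 ± 0.12 and the receptor tyrosine kinase gene Axl by 3.23 ± 0.09. Cd96 (3.55 ± 0.10), the potassium channel subunit gene Kcne3 (3.50 ± 0.11), the mast cell protease gene Mcpt2 (3.31 ± 0.29) and the cytokine gene Il6 (2.84 ± 0.12) also rose. Vcan, which encodes the proteoglycan versican, fell by 4.62 ± 0.15 (24.6-fold, mean level 12.68 to 8.06, adjusted p = 1.19e-11). The lectin receptor genes Clec4a1 (−3.69 ± 0.18) and Clec4a3 (−2.95 ± 0.09) fell, as did Bst1, Cd300ld, Ifitm6, Serpinb10 and Ednrb, by −2.81 to −2.45.

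The earliest changes in MPP included known targets of Smad signalling. Pmepa1 was already 3.56 ± 0.12 above 0 h at 2 h (adjusted p = 4.3e-11), and Skil (1.65 ± 0.09), Ski (1.48 ± 0.06) and Smad7 (1.49 ± 0.09), which all restrain the pathway, had risen as well. At 4 h Pmepa1 (3.58 ± 0.12), Chad (2.68 ± 0.06), Spsb1 (2.49 ± 0.09) and Kcne3 (2.46 ± 0.11) had risen most. The endothelin receptor gene Ednrb (−2.21 ± 0.26), the small GTPase gene Gem (−2.06 ± 0.12), Clec4a1 (−1.74 ± 0.18) and the costimulatory receptor gene Cd28 (−1.64 ± 0.10) had fallen most. The call of Ednrb at 4 h was lost without replicate 1, at −1.99. The number of genes called grew with time: 54 at 2 h (45 up, 9 down), 83 at 4 h (56 up, 27 down), 131 at 8 h (92 up, 39 down), 147 at 12 h (101 up, 46 down) and 240 at 24 h (143 up, 97 down). Over the whole time course 265 genes were called. The bar plot of called genes by time shows these counts beside those of CDP.

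**Figure D1:**
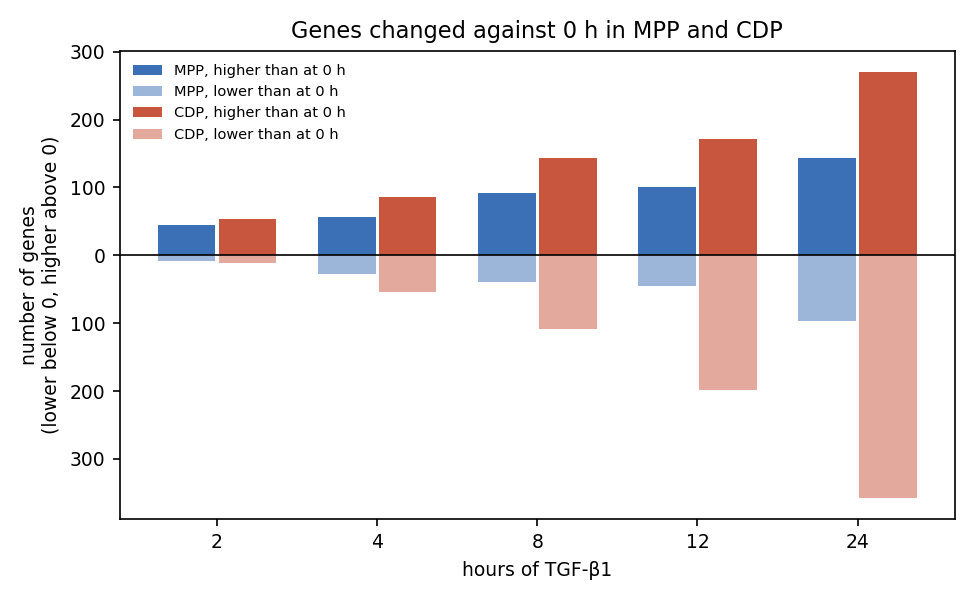
Number of genes called higher or lower than 0 h (y axis) at each time of TGF-β1 (x axis, h) in MPP and CDP. Bars above 0 are higher and bars below 0 are lower. The counts reach 143 up and 97 down in MPP and 270 up and 357 down in CDP at 24 h.

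Among gene groups in MPP, the TGF-β feedback inhibitors rose at every time. Of 17 measured members 5 rose at 24 h and 12 did not pass, with Pmepa1, Ldlrad4 (2.32 ± 0.05), Skil (1.60 ± 0.09) and Smad7 (1.56 ± 0.09) in front. The list mean was 0.73 (adjusted p = 3.44e-08, and adjusted p = 0.00368 with an estimated correlation), and 5 members were called adjusted over the list alone. The study named several of its members from these samples, so this is not independent evidence. The TGF-β receptors and Smads rose by a list mean of 0.20 at 24 h, with 2 of 21 members up, Tgfbr1 (1.62 ± 0.07) and Eng (1.06), whose call was lost without replicate 1 (0.96) or MPP 24 h replicate 1 (1.00). This list had an adjusted p of 0.00748, and an adjusted p of 0.161 with an estimated correlation, and it too holds members that the study picked. The TGF-β matrix and adhesion targets did not pass as a list (adjusted p = 0.512), with 2 of 23 up, Itgae among them, and Lox, which encodes a collagen cross-linking enzyme, down (−1.27 ± 0.17).

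Markers of monocytes and macrophages fell in MPP from 4 h on. At 24 h their mean was −0.46 (adjusted p = 3.01e-09, and 0.00198 as the adjusted p with an estimated correlation), with 4 of 22 down, among them the scavenger receptor gene Msr1 (−2.15 ± 0.14). Cd14, another of these, was at −1.29, and its call was lost when arrays were left out, for example at −0.89 without untreated MPP replicate 3. The amino acid stress response list fell at the same times, with a mean of −0.39 at 24 h (adjusted p = 3.75e-11, and adjusted p = 0.00198 with an estimated correlation). Of its 22 members Chac1, a glutathione-degrading enzyme gene, fell by 1.11 ± 0.06. The cystine transporter gene Slc7a11 fell by 1.81 ± 0.37. Its call was lost without replicate 1 (−1.99), replicate 3 (−1.61), untreated MPP replicate 3 (−1.44) or MPP 24 h replicate 2 (−1.60). Genes of ribosome biogenesis fell at 8 h (list mean −0.23, adjusted p = 1.21e-10, and adjusted p = 0.0243 with an estimated correlation) with no single member called, and at 4, 12 and 24 h the adjusted p with an estimated correlation was 0.343, 0.179 and 0.464.

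The other list calls in MPP at 24 h were lost with an estimated correlation. Langerhans cell genes had a mean of 0.48 (2 of 11 up, adjusted p = 0.00535, and adjusted p = 0.258 with an estimated correlation). The members up were Axl and Cdh1 (1.04 ± 0.13), the latter no longer called without MPP 24 h replicate 1 (0.81). MHC class II presentation genes had a mean of 0.27 (adjusted p = 0.00147, and adjusted p = 0.118 with an estimated correlation), and megakaryocyte genes a mean of 0.27, led by the thrombin receptor gene F2r (1.98 ± 0.07), with an adjusted p of 0.369 with an estimated correlation and a mean of 0.17, no longer called, without replicate 1. Glutathione metabolism was at 0.15, with Gstm1 (1.08) and Ggt5 (1.13) up, and an adjusted p of 0.474 with an estimated correlation. Without untreated MPP replicate 3 the glutathione mean was 0.11 and not called. Lower list means were those of heat shock (−0.24, Hmox1 at −1.41, adjusted p = 0.161 with an estimated correlation), immediate early genes (−0.29, adjusted p = 0.0566 with an estimated correlation) and chemokines and cytokines (−0.42, with 4 of 27 down, Ccl6 at −2.43 ± 0.09 among them, and Il6 up, adjusted p = 0.369 with an estimated correlation).

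The NF-κB targets (−0.51 at 24 h) and the interferon-stimulated genes (−0.36 at 24 h) were called lower in MPP at 2, 4 and 24 h, with adjusted p of 0.551 to 0.597 and of 0.432 to 0.597 with an estimated correlation. Untreated MPP replicate 3 stood apart from the other untreated MPP arrays: its interferon-stimulated genes averaged 9.04 on the log2 scale against 8.20 on each of the others. Without it the interferon means were −0.00, −0.07 and −0.10 at 2, 4 and 24 h, the NF-κB means −0.08, −0.16 and −0.23, and none of these calls held. Its removal also ended the calls of chemokines at 8 h (−0.07), conventional DC genes at 2 and 4 h (−0.04 and −0.06), S phase genes (0.04) and glutathione metabolism (0.05) at 2 h, cholesterol synthesis at 12 h (0.05), and receptors and Smads at 8 and 12 h (0.14 and 0.15). Lists called in MPP at earlier times alone were S phase (means of 0.08 at 2 h, 0.11 at 4 h and −0.05 at 8 h), G2 and mitosis (−0.06 at 2 h and −0.09 at 12 h), cholesterol synthesis (−0.18 at 2 h, −0.19 at 4 h and 0.09 at 12 h), lysosome (8 and 12 h), growth factor receptors (8 h), conventional DC genes (2 and 4 h) and plasmacytoid DC genes (12 h), and their adjusted p with an estimated correlation was between 0.0529 and 0.536. No call was made at any time in MPP for the matrix and adhesion targets, Id and Hes factors (Hes1 rose by 1.67 ± 0.10), CDK inhibitors, PPAR signalling, apoptosis and p53 targets, stem and multipotent progenitor, neutrophil, mast cell, erythroid, B cell, or T and NK cell genes. At 24 h their adjusted p ran from 0.202 for mast cell genes, where Mcpt2 rose, to 0.831 for B cell genes and CDK inhibitors. Of 160 pairs of list and time 64 were called, 14 of them with an estimated correlation.

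The same question in CDP gave larger numbers. At 24 h the tight junction gene Cldn1 rose most, by 6.02 ± 0.18 (65.1-fold, mean level 6.90 to 12.92, adjusted p = 1.87e-11). The G protein subunit gene Gna14 (5.07 ± 0.11), Itgae (4.88 ± 0.16), Chad (4.43 ± 0.14), Pmepa1 (4.20 ± 0.23), the E-cadherin gene Cdh1 (4.00 ± 0.24), the interferon lambda receptor gene Ifnlr1 (3.84 ± 0.14) and Axl (3.71 ± 0.28) followed. The neutrophil collagenase gene Mmp8 fell by 5.14 ± 0.18 (35.2-fold, mean level 11.90 to 6.76, adjusted p = 1.17e-10). Vcan (−4.69 ± 0.12), Cd28 (−4.68 ± 0.10), Cd300ld (−4.23 ± 0.12), Clec4n (−3.95 ± 0.17), Lox (−3.94 ± 0.17), Clec4a3 (−3.89 ± 0.22) and the haptoglobin gene Hp (−3.76 ± 0.20) also fell.

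At 2 h in CDP Pmepa1 (3.80 ± 0.23), Skil (1.92 ± 0.12), Smad7 (1.43 ± 0.08) and the inhibitory Smad gene Smad6 (1.38 ± 0.08) had risen. At 4 h Pmepa1 (3.82 ± 0.23), Rasgrp3 (2.60 ± 0.16), Chad (2.59 ± 0.14) and Spsb1 (2.34 ± 0.12) had risen most, and the guanine deaminase gene Gda (−2.22 ± 0.14), Vcan (−2.08 ± 0.12), Nxpe5 (−1.91 ± 0.26) and Gem (−1.90 ± 0.22) had fallen most. The call of Nxpe5 was lost without replicate 1 (−1.71). In CDP 65 genes were called at 2 h (53 up, 12 down), 140 at 4 h (86 up, 54 down), 253 at 8 h (144 up, 109 down), 370 at 12 h (171 up, 199 down) and 627 at 24 h (270 up, 357 down). The time course as a whole gave 684 genes.

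**Figure D2:**
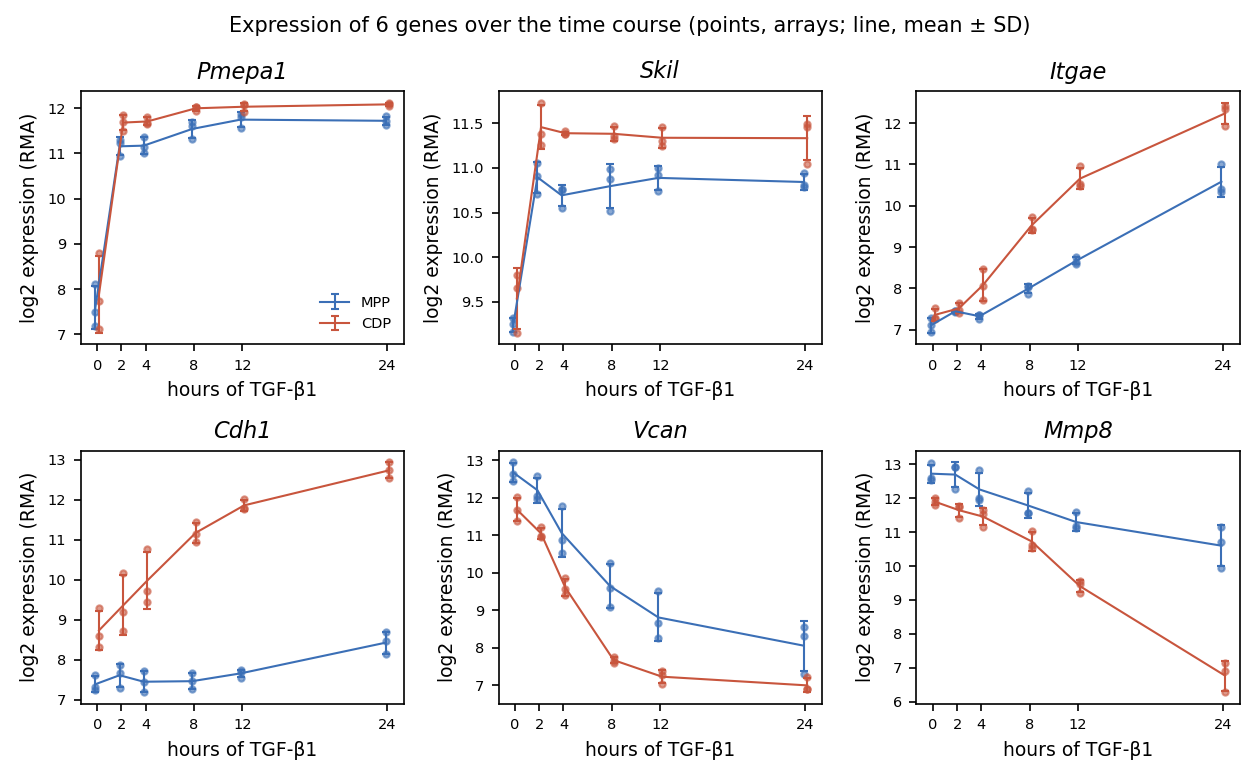
Log2 level (y axis) of Pmepa1, Skil, Itgae, Cdh1, Vcan and Mmp8 on each array at each time of TGF-β1 (x axis, h) in MPP and CDP. Points are arrays, and lines with bars are means ± SD of 3 arrays. Pmepa1 and Skil were near their final level at 2 h, whereas in CDP Itgae and Cdh1 rose and Vcan and Mmp8 fell over the whole course. In MPP Cdh1 was called at 24 h alone.

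Genes of Langerhans cells, the dendritic cells of the epidermis, rose in CDP at every time. Their mean was 0.14, 0.39, 0.69, 0.97 and 1.33 at 2, 4, 8, 12 and 24 h. At 24 h 6 of 11 members had risen and 5 did not pass, with Cdh1, Axl, the adhesion molecule gene Epcam (2.52 ± 0.08) and the chemokine receptor gene Ccr6 (2.34 ± 0.18) in front (adjusted p = 0.000137, and adjusted p = 0.016 with an estimated correlation). The 2 h call alone was lost with an estimated correlation (adjusted p = 0.165). The 2 h call was also lost without replicate 1 (list mean 0.12) or replicate 2 (0.15). MHC class II genes had a mean of 0.61 at 24 h, with 2 of 11 up, H2-Oa (1.15) and the class II transactivator gene Ciita (1.30), but with an estimated correlation the adjusted p was 0.165.

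Monocyte and macrophage genes fell in CDP to a list mean of −1.13 at 24 h, with 10 of 22 members down (adjusted p = 1.46e-09, and adjusted p = 0.00258 with an estimated correlation). The largest were the macrophage marker gene Adgre1, which encodes F4/80 (−3.44 ± 0.17), the coagulation factor gene F13a1 (−3.22 ± 0.23) and the mannose receptor gene Mrc1 (−2.33 ± 0.20). At 4 h this list's adjusted p with an estimated correlation was 0.146. The amino acid stress response fell to a list mean of −0.68, with 7 of 22 members down (adjusted p = 3.71e-11, and adjusted p = 0.024 with an estimated correlation), among them Chac1 (−1.73 ± 0.10), the serine synthesis gene Phgdh (−1.62 ± 0.07) and the asparagine synthetase gene Asns (−1.57 ± 0.06). At 2 and 4 h that p was 0.373 and 0.0592.

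The TGF-β feedback inhibitors rose in CDP too, by a list mean of 0.80 at 2 h and 0.82 at 24 h (adjusted p = 1.27e-05 at 24 h, and adjusted p = 0.016 with an estimated correlation). At 24 h 5 of 17 were up, adjusted over the list alone 5 as well, again with members that the study picked on these samples. The receptors and Smads were called at 2 and 8 h (adjusted p = 0.109 and 0.329 with an estimated correlation) and not at 24 h (adjusted p = 0.334), where 2 members were up, 1 was down, and 3 up and 1 down adjusted over the list alone. Among them Tgfbr2 rose by 1.16 ± 0.10 and Smad3, a signal transducer of the pathway, fell by 1.96 ± 0.08. In the matrix and adhesion list 2 of 23 rose and 5 fell, including Lox and the thrombospondin gene Thbs1 (−1.87 ± 0.23), and the list did not pass (adjusted p = 0.724).

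Further lists were called in CDP at 24 h and lost with an estimated correlation. Ribosome biogenesis genes had a mean of −0.47 (adjusted p = 0.175 with an estimated correlation), S phase genes −0.38 (0.272 as that p), heat shock genes −0.43 (Hmox1 at −1.55, adjusted p = 0.0607 with an estimated correlation) and G2 and mitosis genes −0.15 (adjusted p = 0.678 with an estimated correlation). Lysosome genes were at −0.18 (Ctsl at −1.23, adjusted p = 0.606 with an estimated correlation) and apoptosis and p53 targets at −0.20 (Bid at −1.77 and Bcl2 at −1.34, adjusted p = 0.314 with an estimated correlation). The lysosome call was lost without replicate 3 (−0.15). The apoptosis call was lost without replicate 2 (−0.18) or replicate 3 (−0.20). It was also lost without CDP 2 h replicate 3, which changed its adjusted p and not its mean. Cholesterol synthesis was at 0.14 (adjusted p = 0.746 with an estimated correlation, and 0.03 and not called without replicate 3). The NF-κB targets were at 0.44 with 2 of 18 up, Cd40 (2.16 ± 0.49) and Nfkbie, which encodes an NF-κB inhibitor. Their adjusted p with an estimated correlation was 0.783, and without CDP 24 h replicate 1 Cd40 was 1.83 and Nfkbie 1.25, neither called. The list mean was 0.13 without replicate 1 and 0.29 without replicate 3, not called in either case.

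Lists called at earlier times alone in CDP were the Id and Hes factors at 2 h (adjusted p = 0.201 with an estimated correlation), immediate early genes at 4 and 12 h (0.432 and 0.455) and chemokines and cytokines at 12 h (mean −0.54, 0.751). Interferon-stimulated genes were called higher at 2 h, with a mean of 0.51 (adjusted p = 0.0122, and adjusted p = 0.776 with an estimated correlation). CDP 2 h replicate 3 had the highest mean of these genes of all 36 arrays (12.1), and without it the list mean was −0.37. The NF-κB call at 2 h (0.23, with an adjusted p of 0.776 with an estimated correlation) likewise turned to −0.20 without that array. The plot of interferon-stimulated genes by array shows where this array and untreated MPP replicate 3 lie. At 24 h in CDP no call was made for growth factor receptors, glutathione metabolism, PPAR signalling, CDK inhibitors, conventional DC, plasmacytoid DC, stem and multipotent progenitor, neutrophil, mast cell, erythroid, megakaryocyte, B cell, or T and NK cell genes, nor at other times, and their adjusted p at 24 h ran from 0.205 to 0.912. Single members did change: 4 of 18 neutrophil genes fell, Mmp8 and the cathepsin G gene Ctsg (−3.59 ± 0.10) among them, against a list median of 0.01, and 4 PPAR genes fell, with the lipoprotein lipase gene Lpl at −3.35 ± 0.20. Kit, which encodes the stem cell factor receptor, rose by 2.79 ± 0.26 (6.93-fold, adjusted p = 1.52e-06) and the interleukin 7 receptor gene Il7r by 2.22 ± 0.13. In all 51 of 160 pairs of list and time were called, 15 of them with an estimated correlation.

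**Figure D3:**
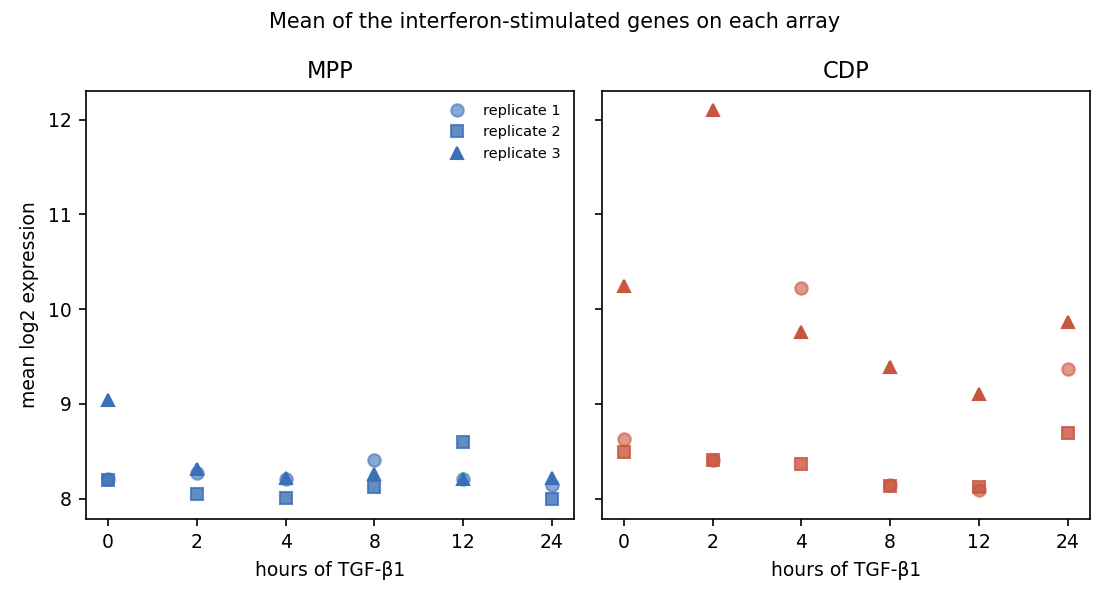
Mean log2 level of 21 interferon-stimulated genes (y axis) on each array at each time of TGF-β1 (x axis, h, times evenly spaced), with MPP in the left and CDP in the right panel and replicates marked by symbol. CDP 2 h replicate 3 is the highest at 12.1, and untreated MPP replicate 3 lies at 9.04 against 8.20 for the others of its group.

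How far the responses are shared was asked of the genes called at 24 h. In both cell types 81 genes rose and 73 fell, 154 in all, against 3.67 expected for independent lists, and 3 were called in opposite directions. Shared genes included Pmepa1, Chad, Itgae, Axl and Kcne3 among those higher and Vcan, Cd28, Clec4a3 and Cd300ld among those lower. The shared genes were 64.2% of the MPP calls and 24.6% of the CDP calls, and 94.6% of the MPP calls had the same sign in CDP. At 2, 4, 8 and 12 h the shared genes numbered 31, 53, 86 and 104. Of the time course genes 190 were common to both cell types against 9.09 expected, and the harmonic mean of both shares was 40.0%.

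Before TGF-β1 the sorted populations differed in genes of antigen presentation and of granules. The MHC class II gene H2-Aa was 5.69 ± 0.27 higher in CDP than in MPP (51.6-fold, means 13.02 and 7.33, adjusted p = 2.17e-15), and H2-Eb1 (4.03 ± 0.23), H2-Ab1 (3.90 ± 0.23) and the invariant chain gene Cd74 (3.77 ± 0.21) were higher as well. Klrd1 (4.81 ± 0.23), Cd7 (4.59 ± 0.20), Dpp4 (4.20 ± 0.24), Cd72 (4.03 ± 0.20), Sema6d (3.85 ± 0.15) and the B cell lectin gene Cd22 (3.75 ± 0.17) were also among the 10 highest. The myeloperoxidase gene Mpo was lower in CDP (−5.58 ± 0.23, 47.7-fold, means 8.43 and 14.00, adjusted p = 1.52e-16), as were the mast cell carboxypeptidase gene Cpa3 (−5.51 ± 0.18), the neutrophil elastase gene Elane (−5.36 ± 0.15) and S100a8 (−5.11 ± 0.39). Ly6a2, Chil3, Ngp, Nkg7, Mcpt8 and Lcn2 completed the 10 lowest, at −5.22 to −4.51. In total 561 genes differed, 251 higher and 310 lower in CDP.

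Lists of this comparison fell on both sides. Higher in CDP, also with an estimated correlation, were MHC class II genes (mean 2.63, 9 of 11 members, adjusted p = 0.00257 with an estimated correlation), conventional DC genes (0.99, 7 of 24 higher and 1 lower, 0.00773), plasmacytoid DC genes (0.91, 6 of 19, 0.00224) and B cell genes (0.47, 2 of 14, 0.0355). Lower in that sense were neutrophil genes (−3.13, 15 of 18, adjusted p = 0.00224 with an estimated correlation), mast cell and basophil genes (−1.23, 6 of 18, 2.87e-05), glutathione metabolism (−0.70, 7 of 24, 0.00676) and stem and multipotent progenitor genes (−0.56, 6 of 23, 0.00768). Single examples were the dendritic cell integrin gene Itgax (3.65), Irf4 (2.11), Spib (2.54) and Flt3 (2.14) higher, and Kit (−2.67), Gata2 (−1.80) and the glutathione transferase gene Mgst1 (−3.59) lower. Calls of this comparison lost with an estimated correlation were those of Langerhans cell genes (0.43, adjusted p = 0.0682 with an estimated correlation), T and NK cell genes (0.20, 0.0877), CDK inhibitors (0.30, 0.0877), NF-κB targets (0.717), ribosome biogenesis (−0.27, 0.109), cholesterol synthesis (0.673) and amino acid stress (−0.20, 0.153). Matrix and adhesion targets, feedback inhibitors, PPAR, interferon-stimulated, erythroid and monocyte genes were not called (adjusted p = 0.648, 0.986, 0.522, 0.217, 0.522 and 0.986), nor were the remaining lists, with adjusted p from 0.0695 for immediate early genes to 0.856 for chemokines and cytokines. The same-numbered untreated arrays deviated together, and with the replicate number as a shared block G2 and mitosis (mean 0.11, adjusted p = 0.0228) and immediate early genes (mean 0.28, adjusted p = 0.0299) were called higher in CDP. With an estimated correlation in that fit their adjusted p was 0.494 and 0.429, and that of B cell genes was 0.0599.

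Whether CDP and MPP responded differently was tested on the difference of their changes. At 24 h Cldn1 rose more in CDP, by 4.04 ± 0.24 (adjusted p = 6.98e-12), with a change of 1.98 ± 0.13 in MPP and 6.02 in CDP. Gna14 (difference 3.23 ± 0.16), Fam189a2 (3.16 ± 0.20) and Ifnlr1 (3.01 ± 0.18) also rose more in CDP. Ly6i, a Ly6 family gene, differed by 3.38 ± 0.65, a call lost without replicate 2 (2.88). The differences were negative for Cd22 (−3.62 ± 0.20, MPP 0.08, CDP −3.54), Ctsg (−3.43 ± 0.11, MPP −0.16, CDP −3.59), the endosomal RNA sensor gene Tlr8 (−3.10 ± 0.23, MPP −0.17, CDP −3.27) and Mmp8 (−3.01 ± 0.27). Mcpt2 differed by −3.19 ± 0.33, with a change of 3.31 in MPP and 0.12 in CDP, and both its MPP change and this difference lost their call without the replicate block. The differences called were 6 at 2 h, 28 at 4 h, 82 at 8 h, 145 at 12 h and 369 at 24 h (144 higher and 225 lower in CDP). With all arrays 1811 of 19938 genes had an unadjusted p under 0.05 in limma at 2 h. Without replicate 3 limma called 0 at 2 h, and 1070 had such a p, near the share of 0.05 that chance alone gives. There 3 genes had an adjusted p under 0.01 but missed the fold threshold. Without replicate 1 the counts were 2, 14 and 42 at 2, 4 and 8 h, and without replicate 2 there were 53 at 8 h.

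**Figure D4:**
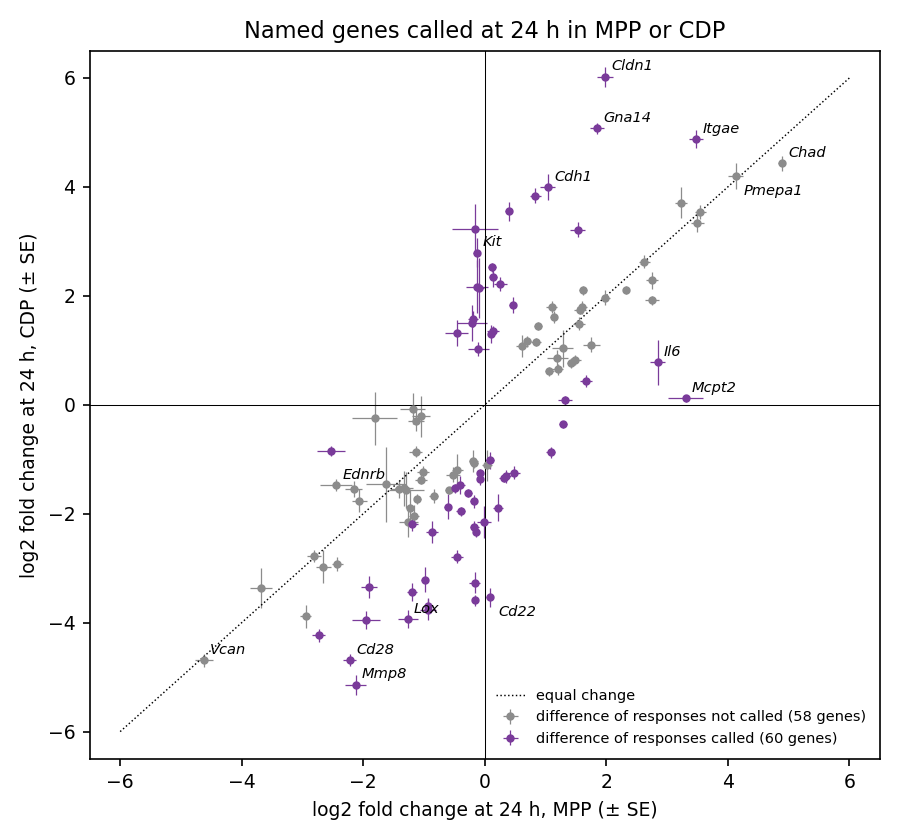
Log2 fold change at 24 h ± SE in CDP (y axis) against MPP (x axis) for the 118 named genes called at 24 h in at least one cell type. The colours mark the 60 with a called difference of responses and the 58 without. Pmepa1, Chad, Axl and Vcan are among the genes without a called difference, and Cldn1, Cdh1, Kit and Mmp8 among those with one.

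Genes the study discusses took different courses. For Pmepa1 the difference of responses was 0.07 (adjusted p = 0.923), for Skil 0.19 (0.522) and for Smad7 0.18 (0.453), none called. Smad3 at 24 h was −0.40 ± 0.08 in MPP and −1.96 ± 0.08 in CDP, and the difference was called (−1.56, adjusted p = 5.7e-10). So were those of Smurf1 (0.46 in MPP, 1.83 ± 0.14 in CDP, adjusted p = 5.08e-07), Thbs1 (−0.61 and −1.87, 0.000636) and Lox (−1.27 and −3.94, 2.25e-08). The Thbs1 difference of −1.26 was no longer called without replicate 2 (−1.23) or replicate 3 (−0.97). Tgfb3 was at 0.51 in MPP and 1.61 ± 0.43 in CDP, not called (adjusted p = 0.0102). The CDP value rested on CDP 24 h replicate 2: without that array it was 0.80, and it passed without CDP 24 h replicate 1 (2.03), without CDP 24 h replicate 3 (2.01) and without CDP 2 h replicate 3 (1.61). Smad6 at 24 h was 0.61 ± 0.07 in MPP and 0.45 ± 0.08 in CDP, not called. The stimulus-responsive genes Egr1 (−0.09 ± 0.10 in MPP, 0.28 ± 0.21 in CDP) and Egr2 (−0.16 in each), Foxp1 (−0.10 and −0.53), Foxp2 (−0.07 and −0.04), Klf3 (−0.56 and −0.62) and Id1 (−0.04 and −0.07) were not called at 24 h in either cell type. The study named Foxp1, Foxp2 and Klf3 as differentially expressed for MPP and CDP, from whole time courses. It named Egr1 for mouse hepatocytes and human stromal cells, and proposed a role of EGR1 from binding sites in promoters. A missing call at 24 h tests neither a whole time course nor such sites. The lipid-sensing receptor gene Pparg was 0.36 in MPP and fell by 1.32 ± 0.11 in CDP, with a called difference (−1.67, adjusted p = 2.89e-09).

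Among transcription factors and receptors of dendritic cell development, the differences were called for Kit (−0.14 in MPP and 2.79 in CDP, difference 2.93 ± 0.28, adjusted p = 2.84e-08), Id2 (−0.23 in MPP and 0.78 in CDP, difference 1.01, adjusted p = 1.46e-08), Irf4 (−0.39 and 0.97, difference 1.36, 0.000273) and Relb (−0.44 and 0.93, difference 1.36, 0.00436), although for Id2, Irf4 and Relb the change in neither cell type alone reached the threshold. The Kit difference stayed called with any 0 h or 24 h array or any replicate left out, and those of the other 3 did not. The Id2 call was lost without replicate 3 (0.91), untreated MPP replicate 3 (0.91), MPP 24 h replicate 2 (0.99) or 3 (0.99), untreated CDP replicate 1 (0.98), or CDP 24 h replicate 1 (0.97) or 3 (0.99), and the Irf4 call without replicate 1 (1.38) or replicate 2 (1.19). The Relb call was lost without replicate 1 (1.37), replicate 3 (0.93), untreated MPP replicate 3 (1.10), MPP 24 h replicate 2 (1.33) or 3 (1.31), untreated CDP replicate 1 (1.32) or 3 (1.25), or CDP 24 h replicate 1 (1.16) or 3 (1.27), and also without the replicate block. Irf4 in CDP passed without untreated CDP replicate 3 (1.13) or CDP 24 h replicate 3 (1.10), and Relb without CDP 24 h replicate 2 (1.22). Irf8 (0.66 and −0.12), Tcf4 (−0.01 and −0.46) and Csf1r (0.08 and −0.35) were not called. Flt3, the receptor of the growth factor that drives dendritic cell development, rose in MPP (1.20 ± 0.10) and was at 0.65 in CDP, a difference of −0.55 that was not called. Spib, a factor of plasmacytoid dendritic cells, was 0.04 in MPP and −1.11 ± 0.29 in CDP (adjusted p = 0.00961), a call lost when arrays were left out, as without CDP 24 h replicate 2 (−0.76).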

Values the study reported

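The study reported 614 genes with a changed time course in CDP. It counted 173 genes shared by MPP and CDP and gave a harmonic mean above 41% for the overlap of their gene sets. It named 8 genes of the TGF-β pathway among those changed in CDP.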

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

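The tests of explanations and of other splits in this part were written after the results they bear on had been seen.

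The response to TGF-β1 differed between CDP and MPP for 6 genes at 2 h, 28 at 4 h, 82 at 8 h, 145 at 12 h and 369 at 24 h, by the test of the difference itself. The early counts depend on single replicates. At 2 h limma called 0 without replicate 3 and 2 without replicate 1. Without replicate 3, 1070 of 19938 genes had an unadjusted p under 0.05, near the share that chance alone gives. Without replicate 3, 3 genes had an adjusted p under 0.01 at 2 h but missed the fold threshold. At 4 h 14 were called without replicate 1, and at 8 h 42 without replicate 1 and 53 without replicate 2. Other splits of the arrays gave at most 0 genes at each of these times, but 10 splits are too few for a share under 0.05. At 24 h CDP had the more positive change in Cldn1 (4.04), Ly6i (3.38), Gna14 (3.23), Fam189a2 (3.16) and Ifnlr1 (3.01). It had the more negative change in Cd22 (−3.62), Ctsg (−3.43), Mcpt2 (−3.19), Tlr8 (−3.10) and Mmp8 (−3.01). The Ly6i difference was 2.88 and no longer passed without replicate 2.

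Probe sets outside the genes tested also changed at 24 h. Of 1621 that carry several symbols 11 passed in MPP and 17 in CDP, and of 12146 that carry no symbol 75 passed in MPP and 180 in CDP.

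The larger number of genes changed at 24 h in CDP (627) than in MPP (240) was weighed against the spread of the arrays. The median residual SD was 0.0820 in CDP and 0.0700 in MPP, a ratio of 1.17, so CDP arrays varied more and not less. With arrays left out the CDP count was never under 575 and the MPP count never over 249, so no single array sets the order. Time in culture cannot be told apart from TGF-β1, since 0 untreated arrays at 24 h were analysed here. A different competence of the cell types to respond to TGF-β1 stays open as the biological explanation and was not tested apart from time in culture.

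The interferon-stimulated genes called higher in CDP at 2 h rest on CDP 2 h replicate 3: without it the list mean was −0.37 in place of 0.51. On that array all 21 genes lay more than 1 above the other CDP 2 h arrays, with a median of 3.59. The list mean was higher at 2 h than at 0 h in 1 of 3 same-numbered pairs (−0.23, −0.09 and 1.85), which argues against a rise after 2 h of TGF-β1 common to the cultures. An interferon response in the culture of replicate 3, present before TGF-β1, stays open as a candidate explanation, and no value in these data names its trigger. The other arrays of CDP replicate 3 were above the CDP median of 8.66 too, at 10.2, 9.76, 9.39, 9.10 and 9.86 at 0, 4, 8, 12 and 24 h, as were CDP replicate 1 at 4 h (10.2) and 24 h (9.36) and CDP 24 h replicate 2 (8.69).

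The neutrophil and granule list members Mmp8, Ctsg, Csf3r and Prtn3 fell in CDP at 24 h although Mpo and Elane were already low before TGF-β1. If MPP left in the sort had carried these transcripts, at least 19.9% of the RNA would have to come from MPP for Ctsg and 57.6% for Csf3r, whereas the untreated CDP levels of Mpo and Elane allow at most 2.10% and 2.44%. The loss of monocyte-lineage cells from the CDP culture stays open, although the CDP were sorted by FACS before TGF-β1, a sort that would be expected to remove such cells: the 15 monocyte and macrophage genes above the median level had a median change of −1.49. A lower expression in each cell would give the same values, so the explanations cannot be told apart from bulk RNA. A change of the cells' own expression under TGF-β1 is thus a hypothesis and was not tested separately.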

How the results depend on the processing

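All alternatives were chosen before the data were examined apart from those without CDP 2 h replicate 3 or untreated MPP replicate 3 and those leaving out single arrays for named differences of responses. For called named genes 260 results had 5088 alternative values. Of these 4868 kept their direction and stayed past the threshold, 220 kept their direction but missed it and 0 reversed. The 4868 include values that could not be lost, since looser thresholds keep every called gene (239 of 239, 176 of 176 and 21 of 21). Another probe set (260 of 260) could replace only that of the 999 genes with more than 1. Leaving out a replicate or array kept 2286 of 2447 values, and 161 missed the threshold. List calls were less stable: of 1285 values for 130 list results, 1032 stayed called, 249 were no longer called and 4 reversed. Signal near background compresses changes of dim genes, which no alternative here corrects.

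With no minimum fold the genes at 2, 4, 8, 12 and 24 h were 651, 1004, 1828, 1656 and 1935 in MPP and 385, 965, 1896, 2329 and 3939 in CDP, those of the time course 2575 and 4102, those shared at 24 h 1132 and those of the untreated comparison 2809. The differences of responses at an adjusted p under 0.05 with no minimum fold were 96, 263, 696, 1067 and 2992, and at 0.01 with no minimum fold 22, 121, 375, 625 and 2007, so both thresholds add genes there. The other increases follow from dropping the fold threshold. With a correlation estimated for each list the list calls were 14 in MPP, 15 in CDP and 8 untreated. A fit of only the 6 arrays compared gave 39 genes in CDP at 2 h, 38 of them among the 65. The genes above the median mean level gave 18 differences at 4 h, with fewer genes tested.

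Without the replicate block the counts were 50, 66, 123, 138 and 228 in MPP (time course 233), 53, 110, 222, 316 and 578 in CDP (589), 140 shared at 24 h, 59 and 42 list calls, and 4, 17, 53, 97 and 300 differences of responses. With a block shared by both cell types the untreated comparison gave 574 genes and 17 lists, the added lists being G2 and mitosis and immediate early genes. It changed no other call of a named gene, or of a list at the preset correlation, there. With an estimated correlation in that fit the call of B cell genes was lost (adjusted p = 0.0599).

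Leaving out replicates or arrays gave, in the same order of times, 40 to 62, 74 to 96, 120 to 146, 140 to 162 and 218 to 249 genes in MPP (time course 228 to 277), and 47 to 80, 99 to 148, 201 to 262, 317 to 381 and 575 to 694 in CDP (558 to 750). It gave 135 to 155 shared genes, 536 to 579 untreated, 51 to 62, 43 to 55 and 12 to 16 list calls, and 0 to 8, 14 to 35, 42 to 93, 101 to 156 and 319 to 391 differences. The lowest differences at 2 h came without replicate 3, where 0 passed in limma. An unadjusted p under 0.05 was reached there by 1070 of 19938 genes, near the share that chance alone gives. There 3 genes had an adjusted p under 0.01 but missed the fold threshold. At 4 and 8 h the lowest came without replicate 1, where 14 and 42 passed.

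Uncalled changes at 24 h that changed sign with arrays left out were Egr1 in MPP (−0.21 to 0.065, and 0.11 with array weights), Id1 in MPP (−0.23 to 0.090), Spib in MPP (−0.053 to 0.12), Tcf4 in MPP (−0.094 to 0.040) and Foxp2 in CDP (−0.078 to 0.012), with the differences of responses of Pmepa1 (−0.29 to 0.70) and Vcan (−0.29 to 0.30, and 0.17 with array weights). The CDP 2 h list means ranged from −0.37 to 0.88 for interferon-stimulated genes and from −0.20 to 0.46 for NF-κB targets, both lowest without CDP 2 h replicate 3. Apart from that array for these lists, the cause was not tested.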

Other observations

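The tests of other splits given at the end of this part were written after the results had been seen, and the genes of the first paragraphs that follow were picked from the named genes by their course in time after their values were seen.

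Named genes differed in when they moved. Pmepa1 in MPP was at 3.56, 3.58, 3.95, 4.15 and 4.13 at 2, 4, 8, 12 and 24 h, and Skil in CDP at 1.92, 1.85, 1.84, 1.80 and 1.79. Cldn1 in CDP rose later and for longer, at 1.03, 1.82, 2.88, 4.26 and 6.02, its 2 h call being lost without replicate 1 (1.17), 2 (1.11) or 3 (0.83) and without 5 of the 6 single arrays, as without untreated CDP replicate 3 (0.89). Kit in CDP passed at 24 h alone (0.02, 0.02, 0.34, 0.93 and 2.79). Ski, a corepressor of Smad targets, passed in CDP up to 12 h (1.65, 1.52, 1.40 and 1.22) and not at 24 h (0.77). Ahr, the aryl hydrocarbon receptor gene that Langerhans cells express, turned in CDP from −1.78 at 2 h to 1.02 at 24 h, each of them called, but the 24 h call was lost without untreated CDP replicate 2 (0.96), CDP 24 h replicate 3 (0.94) or replicate 3 (0.97). Its change at 24 h was −0.11 in MPP. The difference of responses was called with all arrays (1.13, adjusted p = 0.00124) and not without replicate 1 (1.11), replicate 2 (0.85) or untreated MPP replicate 2 (0.86).

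Some genes that told CDP from MPP before treatment moved against that difference. Lox was 3.09 higher in untreated CDP and fell by 3.94 there, and Cd22 was 3.75 higher and was at −3.54 after 24 h. Kit was −2.67 in untreated CDP relative to MPP and rose by 2.79. Both values of a gene use the same untreated CDP arrays with opposite sign, so some opposite movement is built in. No tally over all genes was made. Genes of plasmacytoid dendritic cells moved both ways in CDP at 24 h: Siglech rose by 3.22 ± 0.14, whereas the endosomal RNA receptor gene Tlr7 fell by 2.16 ± 0.29.

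The replicates carry sex-linked transcripts in different amounts. The Y-linked genes Eif2s3y, Uty and Kdm5d had medians of 10.3, 9.75 and 9.04 over the 12 arrays of replicate 1, against 5.16, 5.51 and 5.71 for replicate 2 and 5.14, 5.48 and 5.72 for replicate 3. Xist, expressed from an inactive X chromosome, was at 7.05 in replicate 1 and at 13.6 in each of the others. The block by replicate number within a cell type removes such a difference from the changes over time. The untreated comparison has 1 array of each replicate number on both sides.

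Other splits of the same arrays give a measure of the counts. Of 100 splits 1, the real one, reached the time course genes of MPP (265, highest other 139), those of CDP (684, highest other 395), the 154 shared genes (highest other 0), the 64 list calls of MPP (highest other 62), and the 14 and 15 list calls with an estimated correlation in MPP and CDP (highest other 5 in each). The 51 list calls of CDP were reached by 4 of 100, with 59 as the highest other. Chance can thus be excluded at a share of 0.05 for these, except for the 154 shared genes and the 51 list calls of CDP. For the shared genes this test cannot decide, since the other splits called 0 genes at 24 h in either cell type. Their shared count had to be 0 whatever the overlap. For the 51 list calls of CDP, 4 of 100 drawn splits is too near that share to exclude chance. At the preset correlation the highest other number of list calls was 62 against 64 in MPP and 59 against 51 in CDP. The margin in MPP is thus narrow. Without replicates 1, 2 and 3 the MPP count was 54, 62 and 51, none above the 62 that another split of all arrays gave. The medians of the other splits were 28 in MPP and 31 in CDP. With an estimated correlation the other splits had a median of 0 and a highest of 5 in each cell type. Most list calls of the other splits were thus made at the preset correlation alone. A list call of the real split that was made at the preset correlation alone is therefore weak evidence. Further reasons were not tested.

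For single times 10 splits of 3 against 3 are too few for a share under 0.05. The real counts were 54, 83, 131, 147 and 240 in MPP and 65, 140, 253, 370 and 627 in CDP, each with 0 as the highest of the other splits. The untreated comparison gave 561 genes (highest other 1) and 15 list calls (highest other 16, median other 13, 4 of 10 splits as large). It gave 8 list calls with an estimated correlation (highest other 0).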
